A study of Mus musculus with 16 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

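The arrays measured DNA copy number in tail DNA of C57BL/6 mice by array comparative genomic hybridization (array CGH). In array CGH the DNA of a mouse and that of a reference animal are labelled with different fluorescent dyes (Cy3 and Cy5) and hybridised to the same array of oligonucleotide probes, and the ratio of the dyes at a probe follows the ratio of copies. The 16 arrays analysed here came from 8 mice of a non-irradiated family, the sire, the dam and 6 offspring. Each mouse was hybridised to 2 arrays against DNA of the same male reference mouse, with the dyes exchanged between them. Both arrays of a mouse carried the same DNA and were counted as 1 replicate. The labels do not give the sex of the offspring, and the offspring were not split by it.

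The deposited scanner files were written by Agilent Feature Extraction, version 10.7.1.1. Per the file headers, the intensity of each spot was background-subtracted, detrended across the array and scaled between the dyes by a linear factor. The deposited log10 ratio is that of the processed Cy5 signal over the processed Cy3 signal, except at 20 to 39 spots per array. The authors' series table holds log2 values of the reference over the mouse for the same spots. These were equal in size to the scanner ratios on all 16 arrays. The authors analysed the ratios in Genomic Workbench. The array design places its probes on the mm9 build of the mouse genome. The reference annotation at hand was of another build, so coordinates are those of the files and no gene names were attached to them.

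Each array held 180878 spots, of which 174315 were not controls. Spots of a probe were averaged, which left 170300 probes, 170249 of them on the autosomes, 48 on the X chromosome and 3 on the Y chromosome. The median distance between the starts of neighbouring probes was 96 bp. The study had placed the probes of this screening around those found positive in its first screening. They are thus not an even sample of the genome, and shares and counts of probes are not genome-wide rates. Spots that the scanner software marked as outliers were left out, between 101 and 134 per array. No spot was saturated. Log10 ratios were turned into log2 ratios of the mouse over the reference, with the sign set by the dye of the mouse, and each array was centred on the median of its autosomal probes. No loess or quantile step was applied, since such steps can remove true shifts in copy number.

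The threshold of the study's second screening was applied to each probe. A probe was positive when both arrays of a mouse lay beyond 0.5 on the log2 scale in the same direction. The share of positive probes was given with its exact (Clopper-Pearson) binomial interval at 95%, which covers counting error only and treats probes as independent. Probes beyond 0.5 in opposite directions on the 2 arrays cannot come from copy number and were counted in the same way as the background. A dye effect of a probe adds to this count and not to the positive probes. The background therefore does not estimate how many positive probes are false. A de novo candidate probe was positive in an offspring and in neither parent in the same direction. A de novo candidate region had at least 2 such probes, with neighbours at most 3 array probes and 5 kb apart. The study also required a positive neighbour within 3 probes. That condition enters here for regions only, so counts of positive and de novo candidate probes were made without it. The study further required each probe to have passed its first screening on a wider array. That screening was not analysed here, so the counts below are not those of the study's own candidates. Regions of different mice with the same direction that overlapped formed a locus.

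The number of regions found in a single mouse was compared between offspring and parents with a two-sided exact permutation test. The share of offspring that carried a locus found in 1 parent was set against 0.5 with a two-sided exact binomial test, which treats loci as independent. The loci turned out not to be, so the test does not bear on transmission. The offspring as a whole were set against the reference with limma (version 3.58.1 in R 4.3.3), an intercept fitted to the means of both orientations in the 6 offspring, with Benjamini-Hochberg adjusted p under 0.05 and a mean beyond 0.5. The reference is a single animal, so its own spread is left out, and siblings are not independent draws of the strain. An outlying offspring was named where its gap to the nearest sibling, divided by the range of the 6, exceeded Dixon's critical value at 95%.

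The region rule was tested on simulated data in which 200 losses of -0.95 were planted on the arrays of offspring 4 among 170300 probes. It recovered 93.0% of losses of 2 probes, 98.5% of losses of 3 probes and 100% of losses of 5 probes. False regions could not be judged from this, since that mouse has no de novo candidate loss region of its own. These losses were of equal size at every probe, which real losses are not. The limma step recovered 199 of 200 simulated changes of 0.9 among 170110 probes with 0 false calls. Here the noise was drawn independently for each mouse and each change was the same in all offspring. The result therefore does not bear on errors that mice share, by slide or otherwise.

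Text names the de novo candidate regions with at least 3 positive probes, at most the 10 with most positive probes, the changes that the study lists for offspring 2 and offspring 5, and of the regions carried by several mice the 5 with most positive probes. Alternatives fixed before the data were examined were a threshold of 0.8, the mean of both arrays, each array alone, normexp background correction with an offset of 50, the authors' series values, no centring, outlier spots kept, probes above background on all arrays only, and ratios relative to the median of the 8 mice. For regions, other limits on the number and distance of probes and a direct difference from each parent were tried. For limma, the slide as a random block, each offspring left out and all 8 mice were tried. The normexp step used median spot signals. Merging runs within 100 kb and removing the mean dye effect of each probe were added after the data were seen. Repeat-masked sequence of chromosome 3 was matched to the Y chromosome of GRCm38 with blastn 2.17.0 at 85% identity or more. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.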

Results

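The data came from the second array CGH screening of a family in the non-irradiated group, the sire, the dam and their 6 offspring. In this study the sires of other families had been exposed to gamma-rays, and families such as this show the changes that arise without exposure. The 16 arrays lay on 4 slides. The sire and the dam shared slide 1, offspring 1 and 2 slide 2, offspring 3 and 4 slide 3, and offspring 5 and 6 slide 4, so that slide and generation could not be told apart. Slides 1 and 2 were scanned on 1 day and slides 3 and 4 on another. The median processed signal of an array ranged from 804 to 948 in Cy3 and from 797 to 956 in Cy5. Between 98.6% and 99.6% of the spots were well above background in both dyes. The number of arrays limits the precision, since each mouse had 1 DNA sample seen in both dye orientations.

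The first comparison was that of both orientations of a mouse, which gives the error behind each ratio. Across autosomal probes, which are not independent replicates, the log2 ratios of both arrays of a mouse were negatively correlated in all 8 mice, with coefficients from -0.58 in offspring 4 to -0.38 in offspring 1. The difference between orientations divided by 2 had an SD across probes from 0.17 in the sire to 0.195 in offspring 4. The mean of both orientations had an SD from 0.09 in the sire to 0.12 in offspring 2. The part of a ratio that changed sign with the dyes was therefore larger than the part that kept it.

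The sire and the dam were compared on the sex chromosomes to check the direction and the size of the ratios against the male reference. The median log2 ratio of the X probes was 0.01 in the sire (interquartile range -0.02 to 0.04) and 0.92 in the dam (0.86 to 0.96). The median of the 3 Y probes was -0.11 in the sire (range -0.14 to -0.09) and -2.36 in the dam (-3.88 to -0.30). With normexp background correction, the alternative that moved these values most, the Y median of the dam was -0.66 and its X median 0.90. The labels give no sex for the offspring. Their X medians, from offspring 1 to 6, were -0.02, -0.01, 0.86, 0.87, 0.80 and 0.78. Their Y medians in the same order were -0.24, -0.12, -1.84, -2.30, -1.56 and -1.74.

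The next question was how many probes were positive in each mouse, among probes that the study had chosen near positives of its first screening. The sire had 113 positive autosomal probes of 170224, or 0.0664% (95% interval 0.0547% to 0.0798%), with 81 losses and 32 gains. The dam had 192 of 170209, or 0.113% (0.0974% to 0.130%), with 171 losses and 21 gains. Among the offspring, offspring 2 had the most, with 757 positive probes or 0.445% (0.414% to 0.478%), of which 749 were losses. Offspring 1 followed with 540 (0.317%, 0.291% to 0.345%) and offspring 5 with 366 (0.215%, 0.194% to 0.238%). Offspring 3, 6 and 4 had 228, 190 and 182. Losses made up 94.4% of the 2568 positive probes in the 8 mice. The background of probes beyond 0.5 in opposite directions was higher than the number of positive probes in every mouse but offspring 2, and ranged from 461 in the dam to 1333 in offspring 4. Of these 6794 probes, 6266 were high on the array with the mouse in Cy3 and low on the other. With the mean dye effect of each probe removed, 3525 probes were positive and 184 had opposite directions. That step was chosen after seeing the data and takes out the shared part of the background by construction. Taking the array with the mouse in Cy5 alone moved the total of positive probes most, to 43626.

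**Figure D1:**
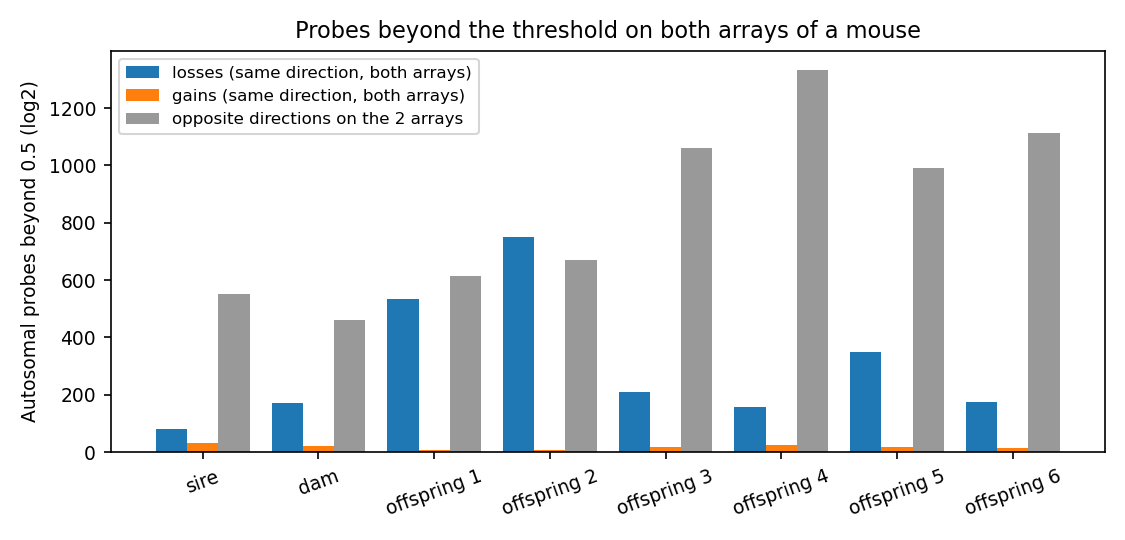
Number of autosomal probes beyond 0.5 on the log2 scale on both arrays of each mouse, as losses, gains and probes with opposite directions on the 2 arrays. The opposite-direction count exceeds the losses in every mouse except offspring 2, where 749 losses stand beside 669 opposite-direction probes.

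Family analysis then asked which changes were present in an offspring and in neither parent. The 6 offspring had 1657 de novo candidate probes, 1608 losses and 49 gains, against 4445 probes with opposite directions that passed the same comparison with the parents. The number was 474 in offspring 1, 700 in offspring 2, 101 in offspring 3, 59 in offspring 4, 243 in offspring 5 and 80 in offspring 6. Grouped by position these probes gave 246 de novo candidate regions, 244 losses and 2 gains. Offspring 2 had 131, offspring 1 had 81, offspring 5 had 27, offspring 6 had 4, offspring 3 had 2 and offspring 4 had 1. The opposite-direction probes gave 154 regions, 16 in offspring 2, 10 in offspring 1, 32 in offspring 5, 33 in offspring 6, 19 in offspring 3 and 44 in offspring 4. Only offspring 1 and 2 had more candidate regions than this background. They were also the only offspring scanned on the same day as the parents, and had the lowest background, 10 and 16 regions against 19 to 44. Their lead over the background therefore cannot be told apart from the scan day. With the mean dye effect of each probe removed, a step chosen after seeing the data that takes out the shared part of the background by construction, there were 376 candidate regions, 57 of them in offspring 5, against 0 with opposite directions. Most regions were short, with 174 of 246 made of 2 probes. Of the 72 regions with 3 or more probes, 50 were in offspring 2, 21 in offspring 1 and 1 in offspring 5. When an offspring had to differ from each parent by more than 0.5 in both orientations, 19 regions were found and the opposite-direction background was 0. Of these, 11 were in offspring 2, but 10 of them were pieces of a single span on chromosome 1, and offspring 6 had 4. The alternative that moved the total most in proportion was the family median as baseline, with 15 regions against 244 with opposite directions.

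The named regions of offspring 2 lay on chromosome 1. Of the 10 de novo candidate regions with most positive probes in the family, 9 were losses in offspring 2 between positions 114733819 and 114808338 (mm9), a span of 74519 bp that the array covered with 205 probes. Its carrier, chromosome and length are those of a deletion that the study lists. The longest run, from 114749099 to 114761355, had 28 positive probes with a mean log2 ratio of -0.92. Over all 205 probes the mean in offspring 2 was -0.75 (SD across probes 0.34), -0.69 with the mouse in Cy3 and -0.81 with the mouse in Cy5. The means of the other 7 mice lay between -0.05 and 0.00, and the gap between offspring 2 and its nearest sibling was 0.95 of the range of the 6 offspring, over a span chosen for its loss in this mouse. De novo positive probes made up 135 of the 205, with a mean of -0.94 (SD 0.19). Another 26 probes of the span lay above -0.3, among them 7 in a row between 114782425 and 114783222 with a mean of -0.07. The 20 probes after the span had a mean of -0.02, and the first of them started at 114808305. Before the span the nearest probe of the array ended at 114259940, which is 473879 bp away, so the left end of the loss was not bounded by this array.

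**Figure D2:**
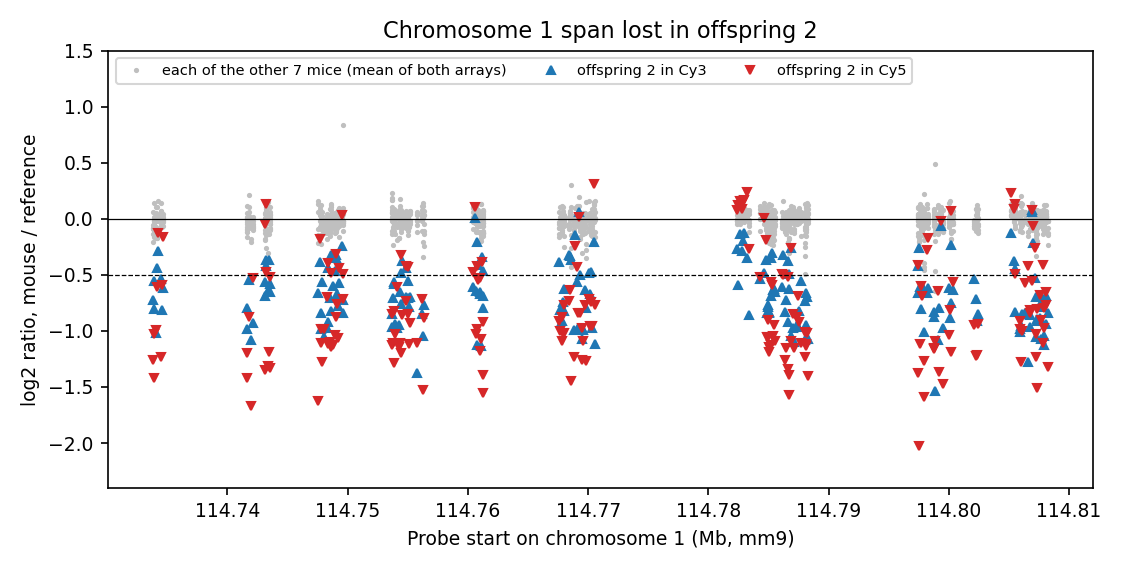
Log2 ratio of mouse over reference at each of the 205 probes of the chromosome 1 span, against probe start in Mb (mm9). Triangles are offspring 2 in each dye, grey points the other 7 mice (mean of both arrays), and the dashed line the threshold of -0.5. Offspring 2 has a mean of -0.75 where the other mice lie between -0.05 and 0.00, and its probes near 0 include a run of 7.

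The tenth of these regions was in offspring 1, on chromosome 11 from 13153740 to 13154299, with 7 positive probes of 9. The mean there was -0.66 in offspring 1 and -0.70 in offspring 2, which had a de novo candidate region of 6 positive probes over the same positions. It was -0.42 in offspring 5, -0.36 in offspring 3, -0.23 in the sire and -0.17 in the dam, and -0.02 and -0.04 in offspring 4 and 6. Offspring 1 was thus not apart from its siblings at this region.

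The gain that the study lists for offspring 5 was read at the probes of chromosome 9. In offspring 5 the chromosome had 1 de novo gain probe, from 49529393 to 49529452 (mm9), with 0.77 in Cy3 and 1.21 in Cy5. The other 7 mice lay between -0.32 and 0.05 at this probe, and the gap to the nearest sibling was 0.719 of the range. The probe at 49529040 had 0.64 and 0.49 in offspring 5, so that its array with the mouse in Cy5 fell just under the threshold. That probe was dim and differed between orientations in other mice too, from 0.20 to 0.88 in Cy3 and from -1.28 to 0.00 in Cy5. The probe between them, at 49529124, had 0.02 and -0.05 in offspring 5. The gain therefore did not form a region of 2 positive probes here.

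Outside the chromosome 1 span there were 235 de novo candidate loss regions, 122 in offspring 2, 81 in offspring 1 and 27 in offspring 5. They were read in every mouse. Over the 122 regions of offspring 2, the mean log2 ratio was -0.75 ± 0.10 (SD over regions) in offspring 2, -0.64 ± 0.12 in offspring 1, -0.50 ± 0.14 in offspring 5, -0.39 ± 0.11 in offspring 3 and -0.31 ± 0.09 in the sire. It was -0.19 ± 0.10 in the dam, -0.05 ± 0.10 in offspring 4 and -0.03 ± 0.10 in offspring 6. Over the 81 regions of offspring 1 the order of the other mice was the same. Over the 27 regions of offspring 5 it differed among the mice nearest 0. There offspring 6 had -0.20 ± 0.27, the dam -0.17 ± 0.11 and offspring 4 -0.13 ± 0.16. On the chromosome 1 span, by contrast, no mouse but the carrier lay away from 0.

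**Figure D3:**
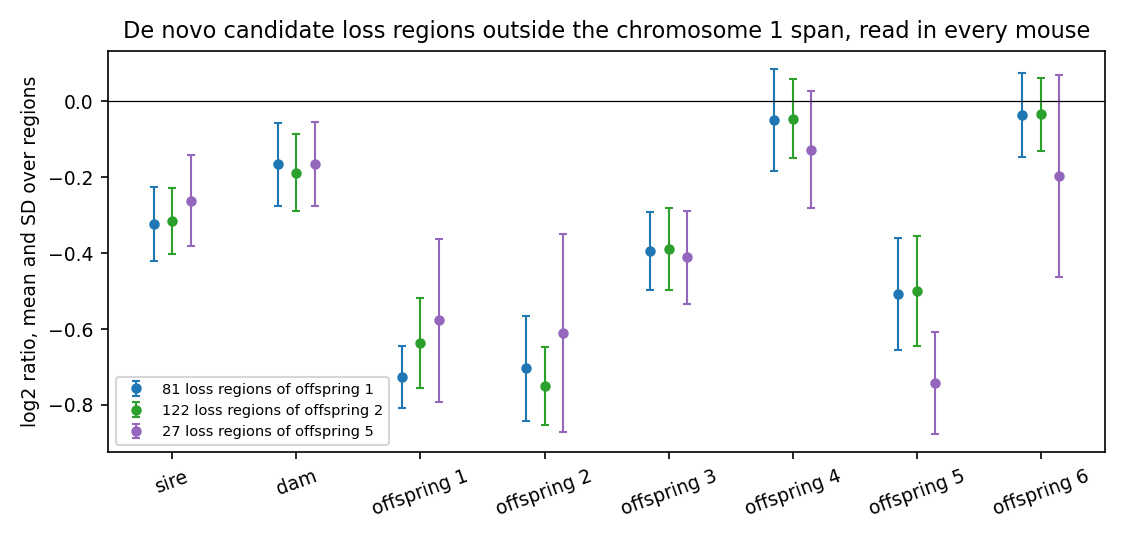
Mean log2 ratio of each mouse, with the SD over regions as error bars, at the de novo candidate loss regions of offspring 1 (81 regions), offspring 2 (122) and offspring 5 (27) outside the chromosome 1 span. At the regions of offspring 2 the values run from -0.75 in offspring 2 to -0.03 in offspring 6, with the sire at -0.31.

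Regions were then compared over the 8 mice to separate those carried by several from those seen once. The 347 regions of the 8 mice formed 206 loci, 196 losses and 10 gains. Of these, 123 were found in a single mouse and 83 in 2 or more, and 68 of the 83 were in no parent. Offspring 2 had 74 private regions, offspring 1 had 27, offspring 5 had 11, offspring 6 had 2, and offspring 3 and 4 had 1 each, a mean of 19.3 ± 28.6 (SD, n = 6). The sire had 6 and the dam 1. The difference of 15.8 between the means of offspring and parents was not significant (two-sided exact permutation test, p = 0.571; 0.0357 is the smallest p that 28 arrangements allow).

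The 5 loci carried by several mice with most positive probes lay on chromosomes 3 and 14. On chromosome 3, a loss of 32 positive probes ran from 25416456 to 25423355 (mm9) and another of 21 from 25430784 to 25434312. At the first, the dam had a mean of -2.04 and offspring 3 to 6 had -1.90, -1.90, -1.73 and -1.75, while the sire had 0.01, offspring 1 -0.13 and offspring 2 -0.07. On chromosome 14, a loss of 20 positive probes from 53714797 to 53718002 was called in all 8 mice, with means from -0.75 in the dam to -0.60 in offspring 5. Losses from 54276727 to 54279592 (15 positive probes) and from 53993259 to 53997454 (11 positive probes) were called in 7 and 5 mice, although the lowest and highest means were only -0.60 and -0.49 at the first and -0.67 and -0.52 at the other, so the calls were split by the threshold. A further 2 loci were chosen after their values were seen. A loss on chromosome 10 from 8066869 to 8068308 (10 positive probes) had -0.77 in the dam, -0.71 in offspring 1 and -0.63 in offspring 4, and between -0.01 and 0.03 in the other mice. A gain on chromosome 4 from 101170551 to 101171425 (5 positive probes) had 0.61 in the sire, 0.65 in offspring 4 and 0.49 in offspring 5, and between -0.03 and 0.07 in the others.

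**Figure D4:**
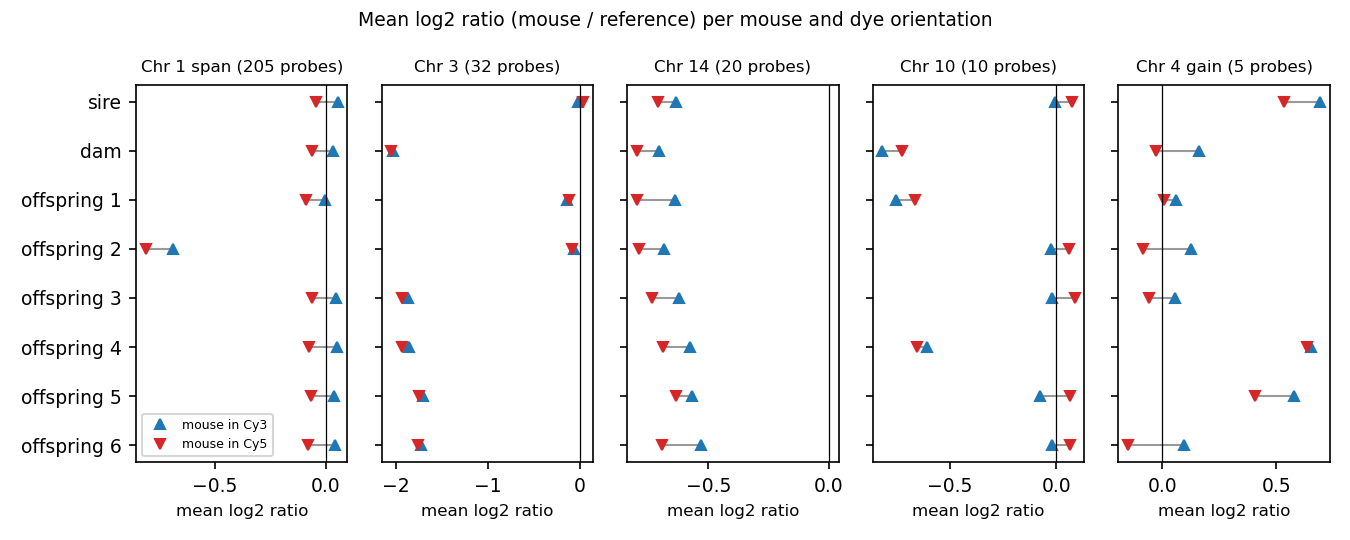
Mean log2 ratio of mouse over reference for each mouse at 5 loci, with a blue triangle for the array with the mouse in Cy3 and a red one for Cy5. Only offspring 2 is low at the chromosome 1 span, the dam and offspring 3 to 6 lie between -2.04 and -1.73 at the chromosome 3 locus, all 8 mice are low at the chromosome 14 locus, and at the other loci a parent and 2 offspring differ from 0.

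Transmission was to be examined at the 18 loci found in a single parent, 10 in the sire and 8 in the dam. Offspring were called in 27 of 108 chances, or 25%, and with a threshold of 0.8 in 16 of 36, or 44.4%. The planned two-sided exact binomial test against 0.5 gave p = 1.91e-07 and p = 0.618. Neither tests transmission, since the loci were not independent. Of the 10 loci of the sire, 6 were pieces of the chromosome 4 gain, between 101126868 and 101245976. Of the 27 calls, 12 came from 3 loci of the dam that were called in offspring 3 to 6. These were both chromosome 3 losses and a loss on chromosome 1 from 7052307 to 7052390. Offspring 3 to 6 are those whose X and Y values lay with the dam. At 7 of the 18 loci no offspring was called, but 4 of these were pieces of the chromosome 4 gain, where offspring 4 and 5 had means from 0.41 to 0.60 and the other mice except the sire from -0.08 to 0.10. Those calls were decided by the threshold.

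The offspring as a whole were last compared with the reference animal. Of 170110 autosomal probes, limma found 168 lower and 3 higher (adjusted p under 0.05 and mean beyond 0.5), and 246 lower and 4 higher at an unadjusted p under 0.05. Of the 171 probes, 84 lay inside loci carried by 2 or more mice. These include 21 lower probes in both chromosome 3 losses, which were low in offspring 3 to 6 and near 0 in offspring 1 and 2, so the count is not made up only of differences that all offspring share. The number of lower probes was 30 with normexp background correction, the alternative that moved it most, 72 with the slide as a random block and 43 without offspring 2.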

Values the study reported

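For this family the study listed a de novo deletion of 74,519 bp on chromosome 1 in offspring 2, with 19 positive probes in its first array CGH and more than 50 in its second, and named Gm8204 as the gene involved. For offspring 5 it listed a duplication of 412 bp on chromosome 9 in Ncam1, with 3 positive probes in the second array CGH. The study verified both changes by quantitative PCR.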

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

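All tests of explanations in this part were chosen after the results had been seen. Of 21 measures over the 6 offspring, 4 had an offspring whose distance to its nearest sibling, divided by the range of the 6, was above Dixon's critical value. Chance alone gives about 1 in 20 groups, but this rate does not apply to the chromosome 1 span and the chromosome 9 probe, which were chosen for a change in the offspring that stood apart.

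Offspring 2 stood apart in the number of private regions, with 74 against 27 in the next offspring and a gap of 0.644 of the range. With the pieces of the chromosome 1 span counted once there were 66 and the gap was 0.60, under the critical value, so that it stood apart only with the span cut into runs. Of the 74 regions, 9 lay in the chromosome 1 span and 65 outside it, and in 64 of those 65 offspring 1 also lay below -0.3, so that 86.5% of the private regions were outside the span with a sibling low at the same place. The number may thus come largely from losses that several mice have in graded size and that passed the threshold in offspring 2 alone. The boundary of -0.3 was set after the values were seen, and no biological explanation was tested.

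On the chromosome 1 span the gap of offspring 2 was 0.95 of the range. A difference between slides is argued against by offspring 1, on the same slide, with -0.046, and a dye bias by the weaker orientation, which still gave -0.69. The 7 probes in a row near 0 inside the span were bright, with a median log2 brightness of 13.7 against 9.79 for all autosomal probes. Of the 52 brightest probes of the span 23.1% were called, against 94.1% of the 51 dimmest. Signal from further copies of the sequence of these probes is a candidate explanation for the values near 0. A loss in separate pieces stays open, as does an untested biological origin of the loss itself.

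At the chromosome 9 probe the gap of offspring 5 was 0.719 of the range. Offspring 6, on the same slide, had -0.11, and the weaker orientation of offspring 5 gave 0.77, which argue against a slide and a dye effect. The probe in the middle of the span had a mean of -0.014. It is bright, and the 21 probes of the chromosome 1 span within 0.5 of its brightness had a mean of only -0.39 (SD 0.26) in offspring 2, so such a probe can miss a change. A gain over the whole span and a change at the single probe therefore cannot be told apart. Over the 6 offspring, 3 autosomal probes including this one were as high in 1 offspring with the other mice within 0.5 of 0, so on the arrays alone noise of a single probe also stays open. The study reports this gain as verified by quantitative PCR, which was not analysed here.

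Offspring 5 stood apart at the chromosome 14 region from 54276727 to 54279592, with -0.49 and a gap of 0.648 of the range. Offspring 6, on the same slide, had -0.57 and lay with the other mice here. At 3 other losses of this chromosome, however, offspring 5 and 6 were the pair nearest 0. They had -0.60 and -0.61 at 53714797, where the others had -0.75 to -0.63, and -0.52 and -0.53 at 53993259, where the others had -0.67 to -0.55. At 54321350 they had -0.44 and -0.46, where the others had -0.61 to -0.54. A slide effect and a difference of offspring 5 alone therefore cannot be told apart. With 21 measures, a gap this close to the critical value could also be chance, and no biological explanation was tested.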

How the results depend on the processing

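Removal of the probe-wise dye effect and merging within 100 kb were chosen after seeing the data. The total of 2568 positive probes became 691 at a threshold of 0.8, 5942 with the mean of both arrays, 43626 with the Cy5 array alone, 25826 with the Cy3 array alone, 1179 with normexp and 849 relative to the family median. Losses made up 94.4% of the total, but 38.7% with Cy3 alone and 47.6% relative to the family median. The 1657 de novo candidate probes became, in the same order, 275, 4069, 24216, 13436, 484 and 454, and 1063 with bright probes only and 348 where the offspring had to differ from each parent. Their share of losses was 97.0%, with 44.7% for Cy3 alone and 76.0% relative to the family median.

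The 246 de novo candidate regions became, in the same order, 22, 536, 2616, 796, 48 and 15. They became 376 without the dye effect, 72 with at least 3 probes and 19 with a difference from each parent. Regions with opposite directions, 154 against the 246, outnumbered the candidates with the mean of both arrays (559), normexp (162) and the family median (244). They numbered 1 at 0.8, 13 with at least 3 probes, and 0 without the dye effect and with a difference from each parent. They were not counted for single arrays. Losses were 59.7% with Cy3 alone and 86.7% relative to the family median. The series values equal the scanner ratios, so that alternative could not differ, and keeping outlier spots gave the same counts of regions. Offspring 2 had most regions in 15 of 16 alternatives, these included, the exception being the Cy5 array alone. Part of this lead is the chromosome 1 loss cut into runs, which gave 15 of its 20 regions at 0.8, 10 of 12 relative to the family median and 10 of 11 with a difference from each parent. With the span counted once it led in 14 of 16, and not with a difference from each parent, where it had 2 and offspring 6 had 4. The 83 loci carried by several mice became 7, 226, 1399, 446, 21 and 5, and 54 with bright probes only and 155 without the dye effect. A stricter threshold, a lower demand on the arrays and fewer probes change such counts by construction. The family median takes out by construction what most of the mice share, and removing the dye effect takes out its shared part. How far this accounts for the changed counts was not tested, and neither was the cause for normexp.

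The share of 25% of offspring called at loci of a single parent became 44.4% at 0.8, with 36 chances in place of 108, and 15.0% to 41.6% under the other alternatives. As these loci were not independent, the shares say nothing about transmission. The comparison of private regions was not significant under any alternative run, in a design that allows no p under 0.0357.

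The 168 lower probes of the offspring became 30 with normexp and 72 with the slide as a random block. Leaving out each offspring gave 43 to 171. Without offspring 2 there were 43, without offspring 3 47, without offspring 1 49 and without offspring 5 51, so the count depends on each of them, and the cause was not tested. The number of higher probes stayed between 2 and 4.

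With normexp the Y median was -0.032 in the sire and -0.66 in the dam; the cause was not tested. The chromosome 1 mean of -0.75 was -0.69 with Cy3, -0.81 with Cy5, -0.63 with normexp and -0.72 relative to the family median. The chromosome 9 probe, with 0.99, had 0.77, 1.21 and 0.82 with Cy3, Cy5 and normexp. These kept their direction. Over the comparisons 46 values moved, 74 did not and 1 weakened. Among counts for single mice, 104 moved by more than 1.5 times and 80 did not. Both tallies of values that did not move include the series values, which could not. Between 98.6% and 99.6% of the spots were well above background, and with bright probes only the regions numbered 167.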

Other observations

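All tests in this part were chosen after the results had been seen. For the sequence shared with the Y chromosome, matches near the locus had also been seen before the whole of chromosome 3 was searched.

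The short losses of offspring 1, 2 and 5 outside the chromosome 1 span were present in graded size in other mice. In 100% of their 230 regions another offspring lay below -0.3, against 0 of the 9 runs in the chromosome 1 span, and over the regions of offspring 2 the mean of both parents had a median of -0.24. These values argue against separate deletions in each offspring as the whole cause. Offspring 5 minus offspring 6, on the same slide, was -0.46, which argues against the slide as the whole cause. Offspring 4 had -0.046, which argues against a difference in the reference alone. The regions lay on dim probes, but over 21695 other probes of 60 nt and like brightness offspring 5 and 6 differed by 0.005, so dimness and length are not the whole cause. Offspring 3, on another slide, lay below -0.2 in 96.3% of the 27 regions of offspring 5, against 4.85% of 4889 pairs of matched probes. A local loss of signal that differs in size between DNA samples is a candidate explanation. Its origin, in DNA quality or in the animals, was not tested. In other families, irradiated and not, the study reports mice with many small de novo deletion candidates, several of them verified by quantitative PCR. It lists no such mouse in this family, and its regions were not compared with those found here.

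The loss on chromosome 3 followed the Y signal. At the larger locus offspring 3 to 6 lay at -1.73 or lower, and at the smaller one at -1.64 or lower, further from 0 than the -0.94 of the called chromosome 1 probes, which argues against a single copy lost from the dam. On chromosome 3 of GRCm38, 554 of 1290 matches to the Y chromosome fell in 1 bin of 100 kb, from 25500001 to 25600000, and 110 in the bin with the next most, which starts at 45100001. The probes may thus read Y sequence. Positions were not converted between builds, so the locus and the bin were compared by their rough position only.

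The opposition of both orientations was shared by the mice. The dye effect of the probes correlated between mice on different slides with a median of 0.795 over 24 pairs, across probes, which are not independent. A dye effect of each probe is a candidate explanation for the negative correlation between orientations, and no biological explanation was tested.

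The number of positive probes at the chromosome 9 gain of offspring 5 was 1 here. This is lower than the value quoted from the study.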
